A study of Homo sapiens with 182 samples.

How the data were processed

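CUT&RUN with an antibody against H3K36M was carried out on cultured head and neck squamous carcinoma cells, per the labels' protocols: cells were bound to beads, permeabilised and incubated with the antibody, protein A/G-nuclease released the bound chromatin, and bacterial spike-in DNA was added before library preparation. The deposited peak lists have 3 columns without a header, which hold a chromosome, a start and an end. The aligner, peak caller, threshold, control and use of the spike-in are not stated in the labels or the files, and no score, height or p-value accompanies a peak. Per the file index, 2 lists belong to replicate 2 of the mutant Detroit562 and HSC-2 lines and 2 belong to the whole series. Whether replicates were pooled is not stated for any list, and the FaDU and SCC25 lists could rest on any of several groups. Sequencing depth was unknown, so a shorter list cannot be separated from a shallower one.

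The genome build was taken from the positions. Past the chromosome ends of hg18 lay 780 FaDU, 656 SCC25, 628 Detroit562 and 199 HSC-2 peaks, past those of GRCh38 506, 446, 387 and 108, and past those of hg19 0 in each list. Coordinates are therefore given in hg19, counted from 1. No hg19 sequence or gene table was used here, so the planned analyses of gene position, gene-body profile, gene coverage and GC content were not run. The rule for named items, fixed before the data were examined, was a fixed set of genes tied to the proteins assayed, the 5 genes with the most bases under all 4 lists, the widest peak of each list (and the peak with the highest score, where a file gave one) and the 5 widest stretches under all 4 lists. Of these, the parts that need genes or scores were left out.

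Analysis was restricted to chromosomes 1 to 22 and X, which left out 1 Detroit562 peak on Y. Peaks within a list never overlapped but often touched, with 6298 touching pairs in FaDU, 5255 in SCC25, 3926 in Detroit562 and 2428 in HSC-2. Overlap meant at least 1 bp in common, and merged regions joined peaks that overlapped or touched. For each pair the Jaccard index and the share of peaks overlapped were set against 1000 circular shifts of one list by a random distance per chromosome, within the span from the first to the last peak of any list. A value outside the central 95% of the shifts was called. Circular shifts keep peak widths and the clustering of peaks, but not their preference for mappable or gene-rich parts, which shifts of 0.1 to 1 Mb follow more closely. For regions in all 4 lists, each list was shifted independently. Errors came from 1000 resamples of 5-Mb blocks, and Wilson intervals at 95% were added for shares. Since each line had 1 list, no test treated lists as replicates of a line. The search for outlying values in the closing section (Dixon's ratio) did take the 4 lists as draws from a common distribution. The p-values given are for correlations over chromosomes, in which each list was set against the mean of the others, and the overlap of lists has none.

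Alternatives fixed before the data were examined were a common part of at least 50% of the shorter peak (or at least 200 bp under all 4 lists), the wider 50% of each list as a stricter setting in the absence of scores, random thinning to the smallest list, local shifts, joining of peaks within 1 kb, and all sequences including Y. Each used 200 placements. For density by chromosome the alternative was covered bases.

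The code was tested on simulated lists. In 200 simulations of unrelated lists made by shifting the 93653 FaDU and HSC-2 peaks, with 100 placements each, the fold had a mean of 0.995 (range 0.842 to 1.26) and 7.0% were called. In a simulated pair made from the same lists, with 25486 peaks in the second list, 30.0% of peaks were planted as common and 30.0% were found. The planted peaks were exact copies and other overlaps had been removed, so this checks the counting only. The unrelated lists were made by the same kind of shift as the placements. Neither simulation covers lists that share a preference for parts of the genome. On the deposited lists, shared bases, overlapped peaks and region counts differed by 0 from those of bedtools 2.31.1. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.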

Results

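The series holds 182 human samples in 104 groups by cell line, histone construct, treatment and assay. The files analysed here were 4 peak lists from CUT&RUN, an assay in which an antibody directs micrococcal nuclease to chromatin and the released fragments are sequenced. The antibody was raised against histone H3 in which methionine replaces lysine 36 (H3K36M). It was used in 26 samples of 14 groups, of which 12 had 2 samples and 2 had 1 sample. FaDU, SCC25, Detroit562 and HSC-2 are established lines of head and neck squamous cell carcinoma, and 1 list was held for each line. The Detroit562 and HSC-2 lists were indexed to replicate 2 of the line that carried the mutant histone H3.3 by lentivirus. The FaDU and SCC25 lists belonged to the whole series, so the samples behind them were unknown. Each list gave the chromosome, start and end of its peaks without a score, and sequencing depth was unknown. Control antibodies and other marks were not analysed here, and no list was identified as one of wild-type H3.3, so no background was measured. With a single list per line, differences between lists had no replicate check, and the intervals below describe these lists only.

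The size of each list was compared first. On chromosomes 1 to 22 and X, the FaDU list held 67286 peaks, the SCC25 list 66554, the Detroit562 list 55330 and the HSC-2 list 26367. The covered length fell in the same order. It was 53.1 Mb in FaDU, 32.6 Mb in SCC25, 21.5 Mb in Detroit562 and 15.7 Mb in HSC-2, or between 0.536% and 1.81% of the span from the first to the last peak. FaDU and SCC25 differed by a factor of 1.01 in peak number and by 1.63 in covered length, since FaDU peaks were wider. The median width was 563 bp in FaDU (quartiles 347 and 945), 377 bp in SCC25 (248 and 594), 298 bp in Detroit562 (209 and 457) and 484 bp in HSC-2 (323 and 733). Peaks of one list often lay close together. In Detroit562, 46.3% of the gaps between neighbouring peaks were at most 1 kb, against 36.7% in FaDU, 40.8% in SCC25 and 30.9% in HSC-2. Joining such neighbours lowered the peak number by the greatest ratio in Detroit562, to 29745.

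The question of whether the mutant histone occupied the same places in different squamous carcinoma lines was addressed by the overlap of the lists in pairs. The Jaccard index, the length under both lists divided by the length under either, was 0.202 for FaDU and SCC25 (95% interval from resampled 5-Mb blocks 0.197 to 0.208). It was 0.174 for FaDU and Detroit562 (0.167 to 0.181) and 0.151 for FaDU and HSC-2 (0.146 to 0.156). SCC25 reached 0.154 with both Detroit562 (0.148 to 0.160) and HSC-2 (0.149 to 0.158), and Detroit562 and HSC-2 reached 0.144 (0.140 to 0.149). When one list of a pair was moved along each chromosome to random positions, 0 of 1000 placements gave an index as high in any of the 6 pairs. The observed index was 25.5-fold the mean of the placements for FaDU and SCC25, 29.5-fold for FaDU and Detroit562 and 32.7-fold for FaDU and HSC-2. It was 31.5-fold for SCC25 and Detroit562, 38.6-fold for SCC25 and HSC-2 and 42.9-fold for Detroit562 and HSC-2. Placements restricted to shifts of 0.1 to 1 Mb moved these values most, to between 15.0-fold and 25.7-fold, with 0 of 200 placements as high.

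**Figure D1:**
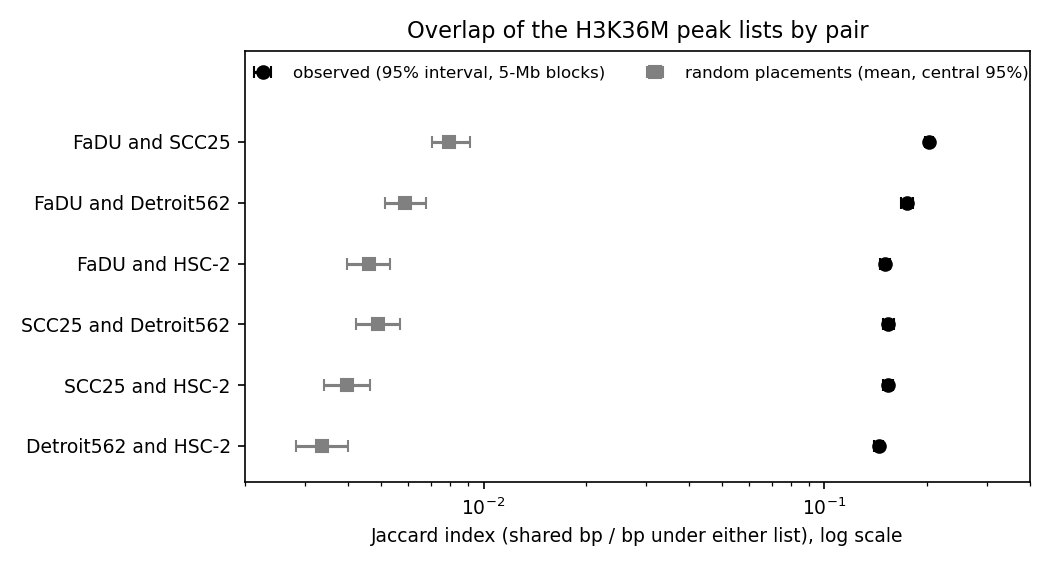
Jaccard index of each pair of lists on a log axis, as observed (black circles, bars for the 95% interval over 5-Mb blocks) and for random placements (grey squares at the mean, bars for their central 95%). The observed indices lie between 0.144 and 0.202, and the means of the placements between 0.00337 and 0.00793.

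Of the 15 differences between the indices of these pairs, 12 had a block interval that left out 0. With the wider 50% of each list, FaDU and SCC25 kept the highest index (0.186) and Detroit562 and HSC-2 the lowest (0.118). Random thinning to the size of the HSC-2 list, which removed peaks from every list but HSC-2, moved the order most, with 0.106 for FaDU and HSC-2 as the highest and 0.0616 for SCC25 and Detroit562 as the lowest.

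The share of peaks overlapped depended on the list taken as the reference. FaDU peaks overlapped 66.5% of the HSC-2 peaks (block interval 65.2% to 67.8%), while HSC-2 peaks overlapped 22.4% of the FaDU peaks (21.6% to 23.2%). The random placements gave 3.17% and 1.19% for the same shares. With the lists thinned to equal size, the shares were 27.5% and 22.3%. Between FaDU and SCC25, the lists closest in peak number, 37.7% of FaDU peaks (36.7% to 38.7%) and 48.4% of SCC25 peaks (47.2% to 49.5%) were overlapped, against 2.66% and 3.04% in the placements. For Detroit562 and HSC-2 the shares were 27.2% (26.3% to 28.2%) and 48.0% (46.6% to 49.5%). Any of the other lists overlapped 52.9% of FaDU peaks (51.9% to 53.9%), 60.6% of SCC25 peaks (59.6% to 61.6%), 70.7% of Detroit562 peaks (69.5% to 71.9%) and 84.0% of HSC-2 peaks (83.1% to 85.0%). Wilson intervals, which cover counting error only and treat peaks as independent, were narrower, for example 83.6% to 84.4% for HSC-2. In each list the overlapped peaks had a higher median width than the others, by the widest margin in FaDU (768 bp against 420 bp).

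Merging the 4 lists gave 107784 regions with a total length of 83.4 Mb. A peak of a single list was found in 72303 of them, peaks of 2 lists in 18014, peaks of 3 lists in 9871 and peaks of all 4 lists in 7596. The last class was 7.05% of the regions (95% Wilson interval 6.90% to 7.20%). Independent random placement of the lists gave a mean of 1.56 such regions, with at most 7 in 1000 placements. Shifts of 0.1 to 1 Mb gave a mean of 15.2, with at most 33 in 200 placements. Asking for a stretch of at least 200 bp under all 4 lists at once left 3162 regions, and thinning to the smallest list gave the lowest number, 1246. The median region width was 347 bp for regions of 1 list, 790 bp for 2 lists, 1346 bp for 3 lists and 2228 bp for 4 lists. Regions in all 4 lists held 46.1% of the HSC-2 peaks, 30.9% of the Detroit562 peaks, 22.7% of the SCC25 peaks and 16.1% of the FaDU peaks.

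**Figure D2:**
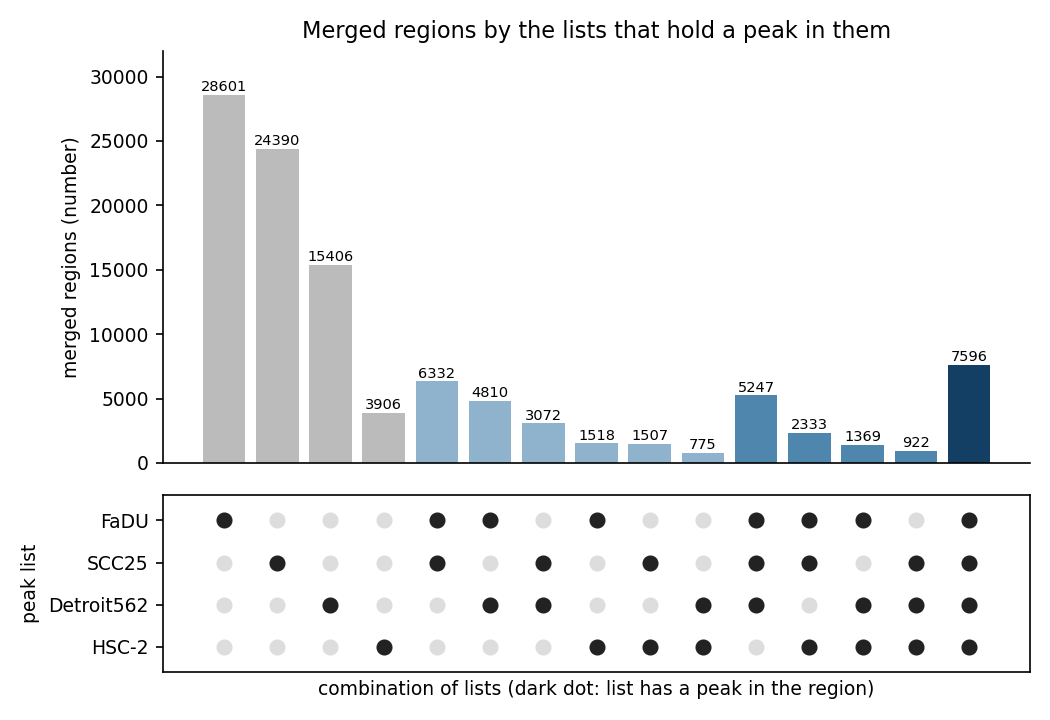
Number of merged regions for each combination of lists, with dark dots marking the lists that hold a peak in the region. The 7596 regions in all 4 lists outnumber each of the combinations of 2 or 3 lists, the largest of which is FaDU with SCC25 at 6332.

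The stretches that lay under a peak of all 4 lists at once numbered 7895, with a total of 1.98 Mb and a median of 198 bp. Coordinates are those of hg19, the build that the peak positions fit. The widest stretch was 3010 bp long, on chromosome 5 from 14188636 to 14191645, and lay under 1 peak of each list. A second on the same chromosome ran from 38870857 to 38873768 (2912 bp). The others of the 5 widest were on chromosome 12 from 9801765 to 9804024 (2260 bp), on chromosome 11 from 35642400 to 35644559 (2160 bp) and on chromosome 14 from 100496741 to 100498681 (1941 bp). Genes at these positions were not annotated, because no gene table of that build was used here.

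The widest peak of each list was also examined. In FaDU it was 14416 bp wide, on chromosome 22 from 46072526 to 46086941, and the other lists covered between 17.3% and 30.3% of it. In HSC-2 it was 12524 bp wide, on chromosome 7 from 55091378 to 55103901, within a 2-Mb window that held 14 of the first 100 entries of that file. FaDU peaks covered 64.3% of it, SCC25 peaks 31.5% and Detroit562 peaks 10.9%. The widest Detroit562 peak measured 10163 bp, on chromosome 11 from 101982315 to 101992477, and ended just before a 2-Mb window from 102000001 that held 24 of the first 100 entries of its file. It was covered to 63.1% by FaDU peaks, 31.9% by SCC25 peaks and 38.8% by HSC-2 peaks. The widest SCC25 peak, 7259 bp on chromosome 14 from 23639014 to 23646272, had no Detroit562 peak in it, and FaDU peaks covered 11.0% and HSC-2 peaks 6.50% of it.

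Because the lines can differ in karyotype, peak density was compared by chromosome, as the share of a list's peaks divided by the chromosome's share of the span. Of 23 chromosomes, 6 were denser than the list mean in all 4 lists (11, 12, 14, 17, 20 and 22), 6 were less dense in all 4 (4, 5, 9, 13, 18 and X) and 11 differed in side between lists. These sides are those of the point values. The block interval left out 1 in all 4 lists for chromosomes 4, 17, 18, 22 and X. For chromosome 9 it included 1 in all 4, for example 0.678 to 1.30 in SCC25. The span was not corrected for parts without mappable sequence. Counting covered bases in place of peaks gave the same 6 denser chromosomes, 4 less dense (4, 18, 21 and X) and 13 that differed. The X chromosome had the lowest density in each list, from 0.122 in Detroit562 (block interval 0.0571 to 0.199) to 0.246 in FaDU (0.157 to 0.338). Chromosome 22 was densest in HSC-2 at 2.22 (1.64 to 2.80), and chromosome 17 in FaDU at 2.00 (1.40 to 2.51). Apart from X, the ratio of the highest to the lowest list was greatest on chromosome 10, at 1.72. There Detroit562 had 0.756 (0.596 to 0.931) and HSC-2 had 1.30 (1.03 to 1.58), with intervals that did not meet. On chromosome 4, Detroit562 at 0.729 (0.588 to 0.884) lay above SCC25 at 0.444 (0.358 to 0.527). On chromosome 14, HSC-2 was lowest at 1.32 (0.934 to 1.73). Over the same resampled blocks its difference from the mean of the other lists was -0.250 (-0.437 to -0.0795).

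**Figure D3:**
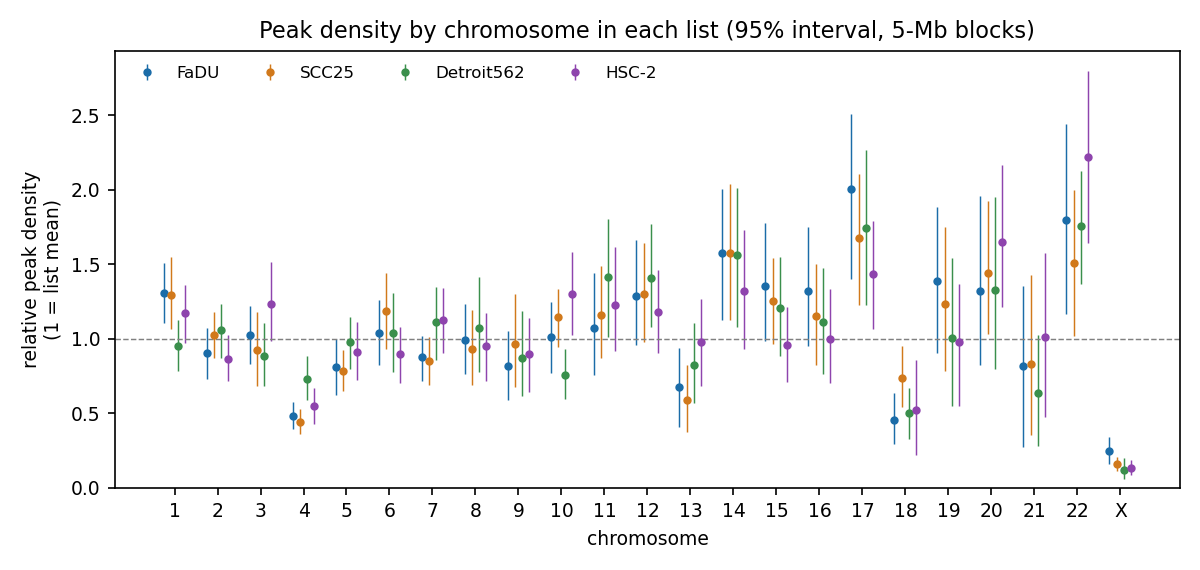
Relative peak density of each chromosome in each list, where 1 is the list mean and bars give the 95% interval over 5-Mb blocks. X lies between 0.122 and 0.246 in the 4 lists, and on chromosome 10 the Detroit562 and HSC-2 intervals do not meet.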

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

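The test on resampled blocks was chosen after the result was seen. Chromosome 14 in the HSC-2 list stood apart from the other lists. Its relative peak density was 1.32, while the other 3 lists lay between 1.56 and 1.58, and the gap to the nearest list made up 0.929 of the whole range of the 4 values. It was the sole result of this kind among 27 quantities tested, and chance marks about 1 in 20 such groups of 4 values. A stricter limit in the shorter list stays open. With the other lists reduced to as many peaks, keeping the widest, their lowest density on this chromosome was 1.75, higher and not lower than with all peaks. That cut is by width and not by signal. By covered bases those lists already had 1.70 to 1.88 on this chromosome, so wide peaks were common there and the cut favoured a rise. Uneven peak counts along the chromosome are argued against. Over the same resampled 5-Mb blocks, HSC-2 minus the mean of the other 3 lists was -0.250, with an interval from -0.437 to -0.0795. That interval takes no account of the chromosome having been picked out among the quantities tested, so chance stays open. A difference between the cell lines also stays open and was not tested, since each line had 1 list.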

How the results depend on the processing

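All alternatives here were fixed before the data were examined. Analyses of gene position, gene-body profile, gene coverage and GC content were not run under any setting, since no hg19 sequence or gene table was used here. No paired analysis was possible because each line had a single list: the Detroit562 and HSC-2 lists share a replicate number, but no group had a second list to compare within. Leaving out a replicate was not possible for the same reason. Depth was unknown, so how far it limits the HSC-2 list could not be measured.

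For all 6 pairs, the fold over random placements, the Jaccard index and both shares of overlapped peaks stayed above the central 95% of the placements under the 6 alternatives. The fold ranged from 15.0 to 25.7 with local shifts, from 23.03 to 41.6 with thinned lists, from 25.2 to 44.7 with joined peaks, from 25.4 to 42.5 with all sequences, from 27.1 to 44.5 with a common part of at least 50% of the shorter peak, and from 30.7 to 48.6 with the wider 50% of each list.

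The number of regions in all 4 lists was above the placements under the same alternatives but changed in size. It was 3162 with at least 200 bp under all 4 lists, 3498 with the wider 50% of each list and 1246 with thinned lists, each of which asks for more or keeps fewer peaks by construction.

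The order of the Jaccard indices changed under thinning to the smallest list. Of the 15 differences, 7 whose interval had left out 0 reversed, and 3 whose interval had included 0 came to leave it out on the other side. The index of FaDU and SCC25 then lay below those of FaDU and HSC-2 (difference -0.0346), SCC25 and HSC-2 (-0.0254) and Detroit562 and HSC-2 (-0.0231). The index of FaDU and Detroit562 lay below the same 3 (-0.0356, -0.0264 and -0.0241). That of SCC25 and Detroit562 lay below Detroit562 and HSC-2 (-0.0325). The 3 that had included 0 were SCC25 and Detroit562 against SCC25 and HSC-2 (-0.0348), FaDU and HSC-2 against SCC25 and Detroit562 (0.0440) and FaDU and HSC-2 against SCC25 and HSC-2 (0.00921). By construction the HSC-2 list lost no peak, so pairs without HSC-2 lost peaks on both sides and pairs with it on one, which lowers the former more. The last of the 3 differences is between pairs that both hold HSC-2, and its cause was not tested. With joined peaks, FaDU and HSC-2 fell below Detroit562 and HSC-2 (-0.0173), and the cause was not tested. The 3 differences that had included 0 came to leave it out with joined peaks too, each on the side opposite to that under thinning (0.0224, -0.0400 and -0.0176 in the order above). The difference between SCC25 and HSC-2 and Detroit562 and HSC-2 came to include 0 under thinning (0.00231) and with joined peaks (0.000292), as did that between FaDU and SCC25 and FaDU and Detroit562 under thinning (0.00100). With the wider 50% of each list, the 12 differences whose interval left out 0 kept their sign, and the other 3 still included 0.

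List sizes moved with the definition of a peak. Joining peaks within 1 kb left 42579 peaks in FaDU, 39420 in SCC25 and 29745 in Detroit562. The covered length became 60.7 Mb in FaDU, 40.9 Mb in SCC25, 29.2 Mb in Detroit562 and 17.9 Mb in HSC-2, and the median width 888, 656, 590 and 699 bp in the same order. The wider 50% held by construction 33643, 33277, 27665 and 13183 peaks, with 41.3, 24.2, 15.6 and 11.5 Mb and median widths of 945, 594, 457 and 733 bp. Adding the other sequences changed no list size at 3 digits. With covered bases per Mb, the same 6 chromosomes were above the list mean in all 4 lists. Below it were 4 in place of 6: chromosomes 4, 18 and X stayed, 5, 9 and 13 left, and 21 came in. Of the 5 named stretches under all 4 lists, thinning left 1, on chromosome 5 from 38870857, at its width of 2912 bp and left 0 bp of the others. By construction a stretch stays only if its peaks in the 3 longer lists are drawn, so this loss says nothing about the stretches. Joined peaks widened the same 4, the one on chromosome 11 for example from 2160 to 3455 bp, and the wider 50% left the 5 widths as they were. The share of peaks overlapped by any other list fell under thinning to 39.5% in FaDU, 43.3% in SCC25, 48.5% in Detroit562 and 56.9% in HSC-2. With joined peaks it rose in all 4 lists, to 57.4%, 61.6%, 72.4% and 84.5% in the same order. The wider 50% raised it in FaDU to 56.6% and lowered it to 60.1% in SCC25, 67.5% in Detroit562 and 81.4% in HSC-2. Among list sizes and numbers of regions in all 4 lists, 26 values moved. Counts of peaks or regions were called moved at a ratio above 1.5. Among the other results, 31 values moved. They were 12 shares overlapped by any other list, 9 counts or shares of region classes, 8 stretch widths and 2 chromosome densities.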

Other observations

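The tests on a reference artefact, on copy-number gain of a window, on runs of missed or absent regions, and on the fall along the file in the lists other than HSC-2 were chosen after the results were seen. The tests on peak width, on wide peaks in a window, on the flanks of empty runs, on whole chromosomes and on the HSC-2 list were fixed before their results were seen.

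The entries of each file are not sorted by position, and early entries were overlapped by the other lists more often than late ones. From the first to the last 10% of the file the share overlapped went from 86.4% to 32.8% in FaDU, from 82.7% to 45.5% in SCC25, from 86.8% to 63.1% in Detroit562 and from 96.2% to 69.9% in HSC-2. Early peaks were also wider, for example 1218 bp against 432 bp at the median in FaDU. Width alone is argued against as the cause. Among peaks of the middle 20% of widths, the first 20% of entries were still overlapped more often than the last 20%, by 31.3 percentage points in FaDU (block interval 28.5 to 34.0), 23.9 in SCC25, 23.4 in Detroit562 and 15.0 in HSC-2 (11.95 to 18.0). A candidate explanation is that the entries follow a strength of signal that the files do not state. The following observations use the position in the file on that assumption, which could not be checked.

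The first 100 entries gathered in a few places. In Detroit562, 24 of them lay on chromosome 11 between 102000001 and 104000000, where 1000 random draws of 100 entries put at most 4 in any 2-Mb window. The median position of that window's 145 peaks was at 10.3% of the file, the earliest of 833 windows with at least 20 peaks. An artefact of the reference common to all lines is argued against, since in the other files the same window lay at 42.9% or later, at a mean of 46.1% (distance from Detroit562 28.0 to 44.5 percentage points). A few wide peaks are argued against too, because the narrower 50% of its peaks had a median position of 36.9% (bootstrap interval 25.5% to 49.8%), earlier than the 53.8% of equally narrow peaks in the whole list. The window held 1.49 times the share of peaks of the next list (interval 1.16 to 1.93). That interval treats peaks as independent and the window was picked as an extreme, so it is likely too narrow to judge the excess by. A copy-number gain in that line may give such a share. That reading is a hypothesis, since no copy number was measured here.

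In HSC-2, 14 of the first 100 entries lay on chromosome 7 between 54000001 and 56000000, against at most 4 in random draws. The window's share of peaks was 1.54 times that of the next list (1.22 to 1.96, an interval with the same limits). Its narrower peaks, however, had a median position of 56.1%, no earlier than the 56.0% of equally narrow peaks in the list, so a few wide peaks could account for the gathering. A reference artefact common to the lines is argued against. The window lay at 43.9% of the FaDU file, 55.6% of the SCC25 file and 61.3% of the Detroit562 file, at a mean of 53.6%, which was 8.79 to 37.4 percentage points later than in HSC-2, although the distance of FaDU taken singly had an interval that included 0. A gain of the window cannot be told apart from wide peaks, because its larger share of peaks was not joined by early narrow peaks.

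The corresponding windows of the other 2 lists held 8 entries each, against at most 5 in random draws. For FaDU it was chromosome 11 between 70000001 and 72000000. Its narrower peaks lay at 39.4%, earlier than the 59.2% of equally narrow peaks, which argues against wide peaks alone. The window lay at 30.1% of the SCC25 file, 34.0% of the Detroit562 file and 59.4% of the HSC-2 file. Their mean of 41.2% was 6.78 to 31.0 percentage points later than in FaDU. The distances of SCC25 and Detroit562 taken singly, however, had intervals that included 0. The later mean thus rests on HSC-2, at 38.7 points (20.3 to 54.1) from 28 peaks. A reference artefact common to the lines therefore stays open for this window. For SCC25 it was chromosome 1 between 94000001 and 96000000. The other files had it at a mean of 46.2%, 16.5 to 32.0 percentage points later, which argues against a common artefact, while its narrower peaks at 49.3% did not differ from equally narrow peaks, so wide peaks may account for it. The shares of peaks were 0.942 and 0.998 times the highest of another list. Gains in these lines cannot be told apart from no gain on these shares, whose intervals included 1.

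Some stretches held no peak of one list. SCC25 had none on chromosome 4 from 186429315 to 190064945, a run of 162 merged regions in which Detroit562 had 152 peaks, HSC-2 had 46 and FaDU had 36. Absences scattered at the list's own rate are argued against, as the longest run in 1000 permutations within chromosomes was 34 regions. Low detection over the wider neighbourhood was not seen. Within 1 Mb of the run SCC25 held 44.6% of 56 regions (Wilson interval 32.4% to 57.6%), near its 47.7% over all chromosomes. That interval also allows a lower rate, and how the regions divide between the sides was not examined. Low detection is therefore not excluded. A deletion in that line is a candidate explanation that these lists cannot test. In the other 3 lists the longest runs were 72 regions on chromosome 8 for FaDU, 152 on chromosome X for Detroit562 and 103 on chromosome 8 for HSC-2, against permuted maxima of 28, 50 and 91, which argues against scattered absences there too. Their flanks were low too, with 21.6%, 9.72% and 9.68% of regions held, against 53.6%, 36.4% and 18.5% over all chromosomes. Low detection over a wider part of the chromosome may therefore account for those 3. A deletion larger than the run would lower the flanks as well, so the flanks cannot tell these apart. The Detroit562 run was 22.3 Mb long and held 118 FaDU, 33 SCC25 and 30 HSC-2 peaks. Part of its flank lay in the stretch of Detroit562 misses treated next, which ended at 23918284 on the same chromosome.

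Runs of regions shared by the other 3 lists and missed by the fourth gave less. The longest were 8 regions for FaDU and 14 for SCC25, against permuted maxima of 7 and 11, so scattered misses are argued against. For Detroit562 and HSC-2 the longest runs, 10 and 17, did not exceed the permuted maxima of 15 and 20. The 4 stretches still held 12 FaDU, 8 SCC25, 21 Detroit562 and 7 HSC-2 peaks, which argues against the complete loss of any of them. Scaled to list size, the other lists predicted 30.1, 91.5, 120 and 42.1 peaks there, so each list held fewer than predicted. The stretches were picked for their misses, so this shortfall cannot decide whether a part was lost. Loss of a part of a stretch stays open and was not tested.

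Chromosomes that were denser in one list than in the others also had earlier entries in its file, at the 7596 regions held by all 4 lists. Over 23 chromosomes, which are not independent replicates, Pearson's r was 0.663 in FaDU, 0.770 in SCC25, 0.807 in Detroit562 and 0.687 in HSC-2, and Spearman's rho was 0.718, 0.777, 0.854 and 0.598. The permutation p-values of r, two-sided, were 0.00049, 1e-05, 1e-05 and 0.00047, where 1e-05 is the smallest that 100000 permutations can give, and those of rho were 0.00019, 2e-05, 1e-05 and 0.00303. After Benjamini-Hochberg adjustment over the 4 relations, the largest was 0.00049 for r and 0.00303 for rho. Since each list was set against the mean of the others, the 4 relations depend on each other and are not separate evidence. Without the 2 chromosomes farthest from the median density, r was 0.820, 0.679, 0.830 and 0.606. This is consistent with differences in copy number of whole chromosomes between the lines, but any cause that raises signal along a chromosome would give the same relation, and regional chromatin differences between the lines were not tested.

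Lower sensitivity may account for the short HSC-2 list, but the position in the files could not single it out. Of the 12858 regions shared by the other 3 lists, HSC-2 held 59.2%. Ordered by the earliest FaDU entry in the region, it held 72.2%, 64.6%, 61.3%, 53.5% and 44.3% in successive groups of 20% of the regions, a fall of 27.9 percentage points from the first to the last (block interval 25.1 to 30.5). The same comparison gave a fall in the other lists as well, of 21.0 points in Detroit562 and 18.8 in SCC25 by FaDU entries and of 9.70 in FaDU by SCC25 entries, so a fall along the file is not particular to HSC-2. Lower sensitivity cannot be told apart from other causes on this test. A lower expression of the mutant histone or a difference between the lines would also leave weaker regions out, and neither was tested.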
